A study of Homo sapiens with 14 samples. Its data were reported in "MED12 and CDK8/19 Modulate Androgen Receptor Activity and Enzalutamide Response in Prostate Cancer" (2024).

How the data were processed

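The data were 14 RNA libraries from the prostate cancer cell lines LNCaP, 22Rv1 and PC3, each treated for 3 days with the CDK8/CDK19 inhibitor SEL120-34A at 1.5 µM or with its solvent, dimethylsulfoxide (DMSO). LNCaP and 22Rv1 had 3 libraries per arm. PC3 had 1 library per arm. The libraries were made by BRB-seq, in which barcoded samples are pooled before the 3′ ends of their transcripts are sequenced. Groups and replicate numbers were taken from the labels of the samples.

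Per the labels and the study's methods, the authors aligned and counted the reads per gene with STARsolo on GRCh38 with GENCODE release 43 and deposited raw counts for 62703 genes, of which 39546 had 0 counts in all libraries. Whether the authors collapsed molecular identifiers was not stated, so intervals and floors given here cover counting error only. The authors also deposited log2 CPM values (counts scaled by library size) for 9638 genes. Applying edgeR's low-count filter with the 6 groups to the deposited counts gave the same 9638 genes, and TMM factors with a prior count of 2 gave the deposited log2 values to within 5e-14. Counts were used for all tests, and the deposited log2 values for 1 alternative.

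Total counts ranged from 246063 to 909176 per library. A gene with no counts could therefore have been present at up to 12.2 CPM in the shallowest library and 3.30 in the deepest, taking 3 counts as the floor. Within every group the replicate libraries differed by more than counting error, with a chi-square per degree of freedom from 1.43 to 3.02, and none was treated as a duplicate. Coordinates were taken from GENCODE release 44 on GRCh38. Of the gene identifiers, 62639 were found there, 62084 of them with the same version.

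Genes were tested with edgeR 4.0.16 in R 4.3.3. One model of the 12 LNCaP and 22Rv1 libraries gave each of the 4 groups its own mean, with TMM normalization, the low-count filter (7086 genes kept) and the quasi-likelihood F-test. The model had 8 residual degrees of freedom, and the common biological coefficient of variation was 11.1%. Contrasts were SEL120-34A against DMSO in each line and the difference between those effects (LNCaP minus 22Rv1). Adjusted p-values are Benjamini-Hochberg values over all tested genes unless stated otherwise, and the threshold was 0.05. Levels are means ± SD of CPM scaled with the authors' TMM factors over all 14 libraries. Where all libraries of an arm had 3 or fewer counts, no fitted fold change is given.

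Gene lists were tested with camera in limma 3.58.1, on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, adjusted over 9 lists within a comparison. Fry and camera with an estimated correlation served as checks. The lists covered p53 targets, MYC targets in ribosome biogenesis and growth, androgen response, cholesterol synthesis, oxidative phosphorylation, interferon response, mesenchymal and matrix genes, S phase and G2/M phase. The first 7 were written from general knowledge, and the last 2 are those of Seurat 5.3.0. The hallmark sets that the study used were not used here. PC3 was described by log2 ratios of its libraries for the 17410 genes with at least 1 count. The median of each list was placed among those of 10000 random lists of the same size matched on expression.

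The samples, the models, the lists, the rule for naming genes and all alternatives except those added for the difference between lines were fixed before the data were examined. Named genes were a preset panel of 15, among them CDK8, CDK19, CCNC, MED12, MED13, KLK3, KLK2, FKBP5, TMPRSS2, MYC, CDKN1A, MDM2 and GDF15, and genes chosen by rank. Per line, these were the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 20 counts and no overlap between treated and control libraries. The same conditions in both lines gave up to 5 shared rises and 5 shared falls, ranked by the smaller change. For the difference between lines, the 5 genes with the smallest adjusted p were taken. Features without a symbol were counted and not named. The other 2 genes of the panel were tested and counted with it, but their own results are not reported here.

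Alternatives were the replicate number as a block, DESeq2 size factors, library totals without TMM, no filter, at least 10 counts in every library, each line alone, PC3 added, mitochondrial genes removed, all libraries thinned to the smallest total, each library left out, the DESeq2 1.42.0 Wald test, limma-trend on the deposited log2 values, and stricter thresholds. The models were tested on simulated counts for the genes of the fit, with 200 genes per line changed by 1.5 on the log2 scale. Among 6833 genes kept, edgeR recovered 82.8% of those changed in LNCaP and 78.9% in 22Rv1, with 5.34% and 1.29% false calls. On the same counts, a list of 125 genes lowered by 0.5 in LNCaP was found by camera, and none of the 8 other lists was called. The genes were simulated independently of each other, so false calls of camera where list genes vary together were not tested.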

Results

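Messenger RNA levels were measured in LNCaP, 22Rv1 and PC3 prostate cancer cells after 3 days with SEL120-34A, an inhibitor of the Mediator kinases CDK8 and CDK19, or with DMSO. LNCaP is sensitive and 22Rv1 resistant to enzalutamide, a drug that blocks androgen signalling, and PC3 grows independently of androgen. There were 3 libraries per arm in LNCaP and 22Rv1 and 1 per arm in PC3. Total counts were 412881 to 759548 in LNCaP DMSO, 291056 to 519928 in LNCaP SEL120-34A, 476455 to 777207 in 22Rv1 DMSO and 246063 to 368778 in 22Rv1 SEL120-34A. The PC3 libraries held 909176 (DMSO) and 581208 (SEL120-34A) counts. Treated libraries of 22Rv1 were thus all shallower than their controls, and those of LNCaP overlapped with theirs.

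Expression of KLK3, which encodes prostate-specific antigen (PSA), was examined first as a check of the cell line labels. Levels are given as CPM, counts scaled by library size. KLK3 (ENSG00000142515.16, chromosome 19, 50854915 to 50860764) was at 1218 ± 167 CPM in LNCaP DMSO and at 20.4 ± 9.97 CPM in 22Rv1 DMSO libraries. The PC3 libraries had 7 and 6 KLK3 counts (7.62 and 10.5 CPM).

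To determine which genes responded to the inhibitor in LNCaP cells, treated and control libraries were compared with edgeR's quasi-likelihood test. Of 7086 genes, 196 had an adjusted p-value under 0.05, with 141 higher and 55 lower after SEL120-34A. At an unadjusted p under 0.05 there were 956. The count was lowest, at 41, with limma-trend on the deposited log2 values. Library totals alone, which moved the median of all genes by -0.08, gave 99 rises and 90 falls, and DESeq2 size factors gave 145 and 52. Treated and control libraries did not overlap for 19.1% of all tested genes, against 10% by chance for 3 against 3.

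In LNCaP, IGFBP3 (ENSG00000146674.16, chromosome 7, 45912245 to 45921874) had the largest named rise, from 50.7 ± 44.7 to 454 ± 99.3 CPM (log2 fold change 3.10 ± 0.26 SE, adjusted p 1.35e-11). Its control counts were 72, 13 and 12. ADRA2A (ENSG00000150594.7, chromosome 10, 111077029 to 111080907) rose from 98.5 ± 34.2 to 715 ± 184 CPM (2.83 ± 0.18, adjusted p 1.05e-14). SAT1 rose by 2.20 and S1PR3 by 2.01 on the log2 scale. TRIM49D1 rose by 2.20, but it belongs to a family of near-identical genes among which the counting could divide reads, and its value is uncertain. The largest fall was that of KLK3, to 331 ± 81.5 CPM (-1.82 ± 0.15, adjusted p 1.35e-11). KLK2 (ENSG00000167751.13, chromosome 19, 50861568 to 50880567) fell from 516 ± 29.8 to 190 ± 45.8 CPM (-1.37 ± 0.15, adjusted p 2.85e-08). Smaller falls were seen for RBM3 (-1.33), LBR (-1.30) and CLGN (-1.28). CLGN was near the threshold (adjusted p 0.0486) and lost its call in 5 of the 12 fits that left out a library. CLGN also lost it with DESeq2 size factors (0.0510), at equal depth (0.113) and with limma-trend (0.304). LBR (adjusted p 0.0101, range over alternatives 0.00213 to 0.250) lost its call at equal depth (0.250) and without LNCaP DMSO replicate 3 (0.116) or LNCaP SEL120-34A replicate 3 (0.0665). S1PR3 (range 1.78e-06 to 0.114) lost it at equal depth (0.114) and with limma-trend (0.0632), and RBM3 with limma-trend (0.0632). KLK3 and KLK2 are similar neighbouring genes, so reads in shared sequence could also be divided between them.

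The same comparison in 22Rv1 cells gave 404 genes past the threshold, 294 higher and 110 lower, and 1351 at an unadjusted p under 0.05. With library totals alone the direction of the excess reversed, to 144 rises and 231 falls, because that scaling moved the median of all genes by -0.14. DESeq2 size factors gave 302 rises and 102 falls. Non-overlap was seen for 23.1% of all tested genes, against 10% by chance. TSC22D3 rose from 10.3 ± 3.80 to 122 ± 85.4 CPM (log2 fold change 3.54 ± 0.46 SE, adjusted p 1.04e-06). AQP3 (ENSG00000165272.16, chromosome 9, 33441156 to 33447596) rose from 30.8 ± 9.12 to 284 ± 79.1 CPM (3.13 ± 0.25, adjusted p 3.10e-12). GDF15, SFN and DDIT4 rose by 2.26, 2.07 and 2.03. The largest fall was that of ALB (ENSG00000163631.17, chromosome 4, 73397114 to 73421482), from 711 ± 27.5 to 142 ± 26.3 CPM (-2.31 ± 0.16, adjusted p 6.27e-14). EGR1 (-2.17), UGT2B15 (-1.99), HSPB6 (-1.53) and AGR2 (-1.52) followed. EGR1 lost its call with limma-trend (adjusted p 0.106, range over alternatives 1.09e-16 to 0.106). UGT2B15 has close paralogs, and its value is uncertain for the same reason as that of TRIM49D1.

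To see how far the response was shared, the called genes of both lines were compared. Both lists held 37 genes, against 11.2 expected from their sizes (odds ratio 4.14, two-sided Fisher's exact test across genes, p 5.64e-11). Genes with high counts or a small spread are called more easily, and the joint fit gave both lines the same spread per gene. The expected number does not allow for this, so the p-value does not measure sharing alone. The change had the same sign for 35 of the 37 genes, 31 higher and 4 lower. This count was lowest, at 5, with limma-trend on the deposited log2 values and with a log2 fold change of at least 1. Across all 7086 genes the log2 fold changes correlated with r = 0.13, and across the 1427 genes with a mean log2 CPM of at least 7 with r = 0.37. Genes are not independent replicates, and no p-value is attached to these correlations. SELENOM had the largest shared rise, with log2 fold changes of 1.00 in LNCaP and 1.31 in 22Rv1. RAB17 (0.88 and 1.65), GDF15 (0.87 and 2.26), SMPDL3A (0.87 and 0.88) and ID2 (0.84 and 1.07) followed. The 4 shared falls were CDC20 (-0.96 and -0.74), RBM3 (-1.33 and -0.73), LMNB2 (-0.90 and -0.53) and HNRNPD (-0.53 and -0.50). All of these were called in both lines by edgeR, and several calls were unstable. Of 23 alternatives, LMNB2 in 22Rv1 (adjusted p 0.0495) was lost in 13. The LNCaP call was lost in 10 for RAB17, 8 for ID2, 6 for HNRNPD, 5 for SMPDL3A, 4 for GDF15, 4 for LMNB2, 2 for CDC20 and 1 for RBM3. The 22Rv1 call was lost in 4 for CDC20, 3 for RBM3, 3 for HNRNPD and 1 for ID2, and SELENOM kept its call in both lines.

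**Figure D1:**
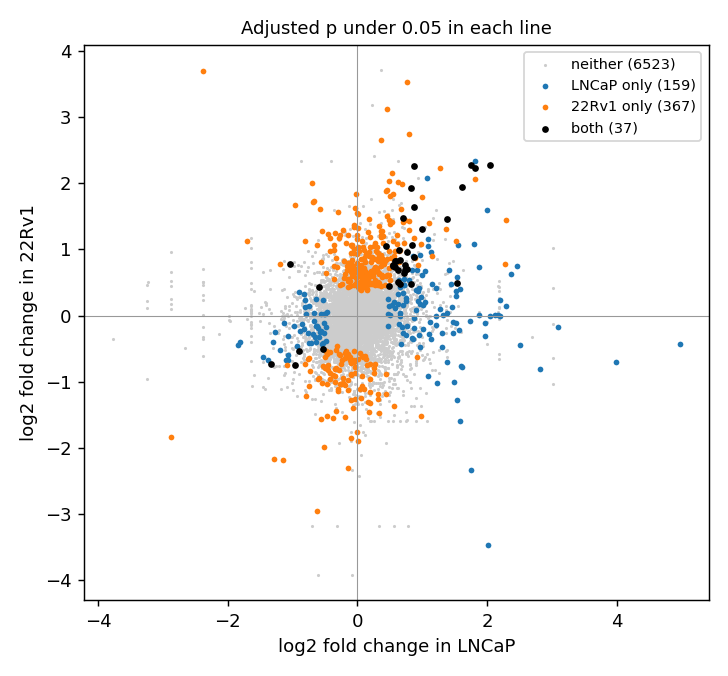
Fitted log2 fold change of each tested gene in LNCaP (horizontal axis) and 22Rv1 (vertical axis), coloured by whether the adjusted p-value was under 0.05 in neither line, in LNCaP alone, in 22Rv1 alone or in both. Of the 37 genes called in both lines, 35 lie in the quadrants where the signs are equal, and fitted values of genes near the floor of detection form the rows and columns of points.

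Whether the response differed between the enzalutamide-sensitive and the enzalutamide-resistant line was tested with the interaction contrast. It gave 52 genes, 19 with a more positive change in LNCaP and 33 with a more positive change in 22Rv1, and 811 genes at an unadjusted p under 0.05. Of the 526 genes called in 1 line only, 43 passed this test, so most of them were not shown to differ. With limma-trend on the deposited log2 values 5 genes passed. The smallest adjusted p-value was that of ADRA2A, which differed by 3.63 on the log2 scale (SE 0.31, adjusted p 1.33e-10). CD9 (ENSG00000010278.15, chromosome 12, 6199715 to 6238271) rose in 22Rv1 only, from 300 ± 2.88 to 697 ± 129 CPM, and its change differed by -1.36 (SE 0.19, adjusted p 2.96e-05). FN1, IGFBP3 and CD24 rose in LNCaP and differed by 2.07, 3.27 and 2.96, with adjusted p-values of 5.07e-05, 1.29e-04 and 1.29e-04. With limma-trend these 3 genes did not pass (0.108, 0.0666 and 0.0666, the largest values over the alternatives).

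Genes of the Mediator kinase module, androgen-regulated genes, MYC and p53-regulated genes formed the preset panel. Of its 15 genes, 13 passed the filter, while CDK8 and MED12 were too low. In LNCaP, 4 passed the threshold over all genes tested (KLK3, KLK2, CDKN1A and GDF15) and 5 when adjusted over the list alone. In 22Rv1, 2 passed over all genes tested (GDF15 and TMPRSS2) and 3 when adjusted over the list alone. CDKN1A (ENSG00000124762.14, chromosome 6, 36676460 to 36687337) rose in LNCaP from 119 ± 33.8 to 211 ± 34.4 CPM (log2 fold change 0.85, adjusted p 0.00801). Its adjusted p was 0.139 without LNCaP DMSO replicate 3 and 0.140 without LNCaP SEL120-34A replicate 2 (range over alternatives 4.57e-04 to 0.140). GDF15 (ENSG00000130513.7, chromosome 19, 18374731 to 18389176) rose in 22Rv1 from 86.1 ± 9.57 to 421 ± 225 CPM (2.26, adjusted p 2.51e-07) and in LNCaP from 799 ± 390 to 1438 ± 28.1 CPM (0.87, adjusted p 0.0103). The LNCaP call was lost without LNCaP DMSO replicate 1 (adjusted p 0.114) or replicate 2 (0.0586), and with DESeq2 (0.288) and limma-trend (0.298), the range over alternatives being 5.53e-07 to 0.298. TMPRSS2 in 22Rv1 (1.89, adjusted p 0.0246) rested on 2 to 10 counts per library, and its adjusted p was 0.0723 without 22Rv1 DMSO replicate 1, 0.151 without DMSO replicate 3, 0.159 without SEL120-34A replicate 1 and 0.132 without SEL120-34A replicate 2 (range 0.00763 to 0.159). KLK3 in 22Rv1 went from 20.4 ± 9.97 to 14.1 ± 5.36 CPM (-0.40, adjusted p 0.705), on 2 to 17 counts per library, and a change of the size seen in LNCaP was not shown to be absent (difference between lines, adjusted p 0.291). MYC did not change detectably in LNCaP (0.18, adjusted p 0.617) or 22Rv1 (0.21, adjusted p 0.415).

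**Figure D2:**
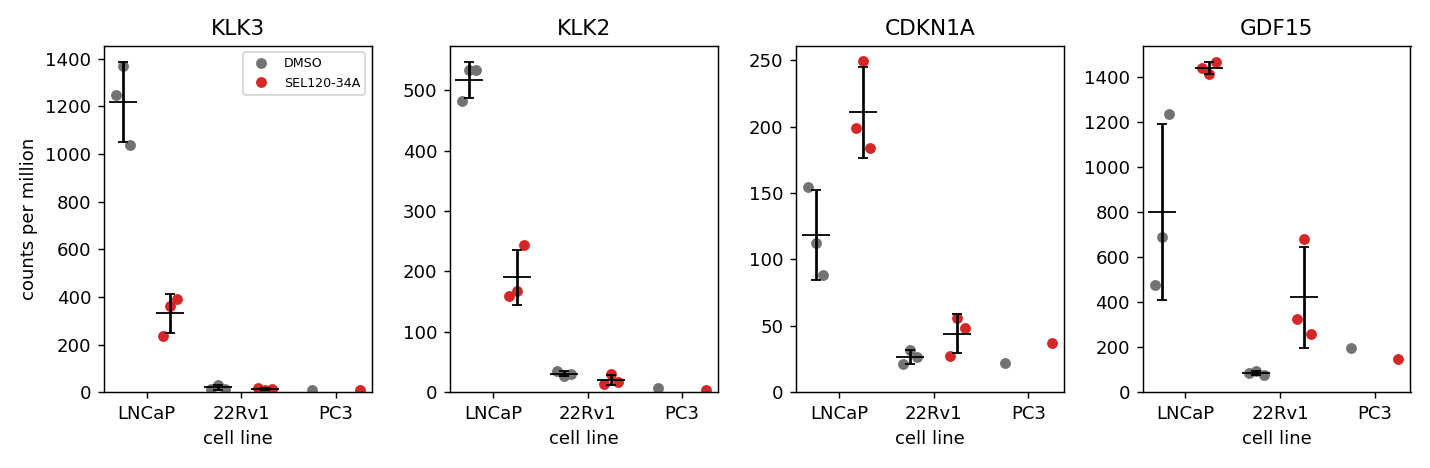
CPM of KLK3, KLK2, CDKN1A and GDF15 in each library (points), by cell line and treatment, with the mean and SD where there were 3 libraries. In LNCaP, KLK3 fell from 1218 to 331 and KLK2 from 516 to 190 CPM on average, and both were low in 22Rv1 and PC3.

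Gene lists were compared with camera to see which processes moved as groups. In LNCaP 5 of the 9 lists passed the threshold. Median log2 fold changes were 0.37 for p53 targets (45 genes, adjusted p 1.10e-06), -0.23 for MYC targets (126 genes, 1.20e-10), 0.34 for mesenchymal and matrix genes (29 genes, 0.00152), -0.41 for S phase (34 genes, 6.97e-10) and -0.46 for G2/M phase (45 genes, 1.55e-11). With genes near the floor set to their bounds, the medians of the p53 and mesenchymal lists were 0.35 and 0.27, and the other medians were equal. Androgen response (0.04, adjusted p 0.991), cholesterol synthesis (0.19, 0.0748), oxidative phosphorylation (-0.02, 0.486) and interferon response (0.18, or 0.14 with bounds, 0.132) did not pass. In 22Rv1 5 lists passed as well, namely p53 targets (0.38, or 0.39 with bounds, adjusted p 2.07e-05), MYC targets (-0.08, 0.00335), cholesterol synthesis (0.32, 1.75e-04), oxidative phosphorylation (0.18, 1.89e-04) and G2/M phase (-0.23, 1.75e-04). Androgen response (0.07, or 0.11 with bounds, 0.453), interferon response (0.32, 0.160), mesenchymal and matrix genes (-0.05, or 0.05 with bounds, 0.617) and S phase (-0.01, 0.525) did not. The preset correlation mattered. With the correlation estimated from the libraries, all 5 lists held in LNCaP (largest adjusted p 0.0190) and none (0) in 22Rv1, where the smallest adjusted p was 0.0755 for p53 targets and 2 lists had an unadjusted p under 0.05. Under fry, the 5 LNCaP lists and 4 of the 5 22Rv1 lists held, MYC targets in 22Rv1 being lost (0.0946). Fry added interferon response in LNCaP and interferon and androgen response in 22Rv1. Camera with the preset correlation also called up to 5 lists when libraries of a line were regrouped irrespective of treatment.

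**Figure D3:**
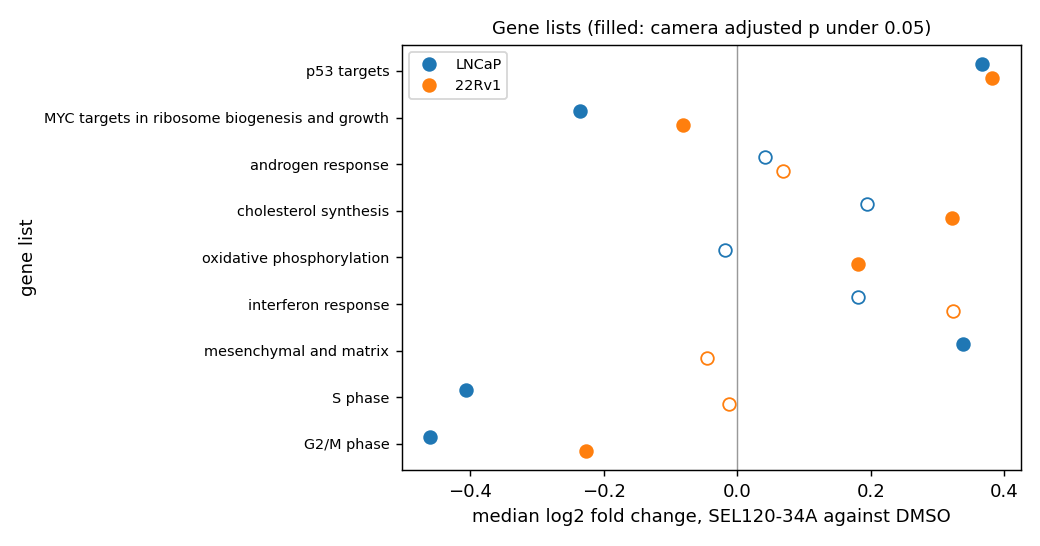
Median log2 fold change of the genes of each list (horizontal axis) in LNCaP and 22Rv1, filled where the camera adjusted p-value was under 0.05. G2/M phase was lower in both lines (-0.46 and -0.23), and p53 targets were higher in both (0.37 and 0.38).

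PC3 cells served as an androgen-independent line. With 1 library per arm, the difference between these libraries had no replicate check and no p-value. MYC targets had a median log2 ratio of 0.12, at the 99.99th percentile of random lists, and interferon response one of -0.42, below all 10000 random lists. Restricting the genes to those with at least 10 counts in both libraries moved the latter to -0.16. Cholesterol synthesis was at 0.13 (percentile 96.2). The other lists lay between percentiles 21.3 and 82.3, with medians of -0.06 for p53 targets, -0.0033 for androgen response, 0.04 for oxidative phosphorylation, 0.04 for mesenchymal and matrix genes, 0.02 for S phase and -0.04 for G2/M phase. Across 4591 genes, PC3 ratios correlated with the changes in LNCaP with r = -0.00535 and in 22Rv1 with r = 0.0876, while the changes of LNCaP and 22Rv1 correlated with r = 0.224 over these genes. Of the 35 genes that changed alike in LNCaP and 22Rv1, 20 had the same sign in PC3. MYC had 650 and 618 counts in the PC3 libraries, a log2 ratio of 0.59.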

Values the study reported

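The study reported that SEL120-34A inhibited proliferation with an IC50 of 2.42 µM in LNCaP, 2.11 µM in 22Rv1 and 5.6 µM in PC3 cells. After 3 days of treatment, secreted PSA was reported to change by −64% in LNCaP and by −64% in 22Rv1 cells.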

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

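Of the tests in this part, those on library depth, on the correlation among list genes, and on GC content for the count of genes were chosen only after the result was seen.

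The response differed between LNCaP and 22Rv1 for 52 genes by a test of the difference itself, and 9 named genes were among them. The differences in log2 fold change, LNCaP minus 22Rv1, were 3.63 for ADRA2A, 3.27 for IGFBP3, 2.96 for CD24, 2.07 for FN1, 1.97 for SAT1, -1.36 for CD9, -1.39 for GDF15, -1.55 for DDIT4 and -2.77 for TSC22D3. Of the 52 genes, 39 had fitted changes of opposite sign in the lines, counted whether or not either change passed the threshold. Among all tested genes, 2 were called in both lines with opposite signs. Choosing genes by a large difference favours opposite signs, so the 39 do not show opposite regulation. In 4 of 100 splits drawn from 200 joint regroupings of the 12 libraries, the real one included, as many genes differed. The largest of these, with 426 genes, exchanged the treated and control libraries of 22Rv1 and so added the effects of both lines. The others, with 91 and 68, exchanged 2 of the 3 treated libraries of LNCaP and kept the groups of 22Rv1. Most splits mixed treated and control libraries within a line and so weakened the treatment effect itself. The count therefore does not test a difference between lines apart from an effect of treatment. Depth as the whole source is argued against, since 29 genes differed with all libraries thinned to 246063 counts. Of the 52 genes 24 were among them, and the other 5 were new. There 7 of the 9 named genes passed, while SAT1 and DDIT4 had adjusted p-values of 0.147 and 0.278. A trend with GC content and gene length is argued against too. By limma-trend 29 of 7082 genes differed before and 42 after its removal, and 26 were called in both. None of the 52 genes (0) had 3 or fewer counts in every library of 1 line. A difference in biology between the lines, which differ in origin and in their response to enzalutamide, stays open as an untested explanation.

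The S phase list changed by a different amount in the lines (camera adjusted p 3.55e-04, median difference -0.42, 28 of 34 genes more negative in LNCaP). The adjusted p was 2.94e-04 after removal of the trend with GC content and length, which argues against that trend. At equal depth, where the list held 27 genes rather than 34, the median difference was -0.18 and the adjusted p 0.0822. The smaller median there may reflect the loss of list genes as well as depth. With the correlation among list genes estimated the adjusted p was 0.197. Fry gave 0.0887. Over the alternatives the adjusted p ranged from 1.22e-05 to 0.197. Depth and shared variation of cell cycle genes between libraries therefore both stay open as candidate explanations, and thinning also lowers the power of the test. A slower entry into S phase in LNCaP alone remains untested.

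The oxidative phosphorylation list also differed (camera adjusted p 3.55e-04, median difference -0.19, 57 of 80 genes more negative in LNCaP). Depth is argued against by an adjusted p of 0.00288 at equal depth. Removing the trend with GC content and length moved the median on the log2 CPM scale from -0.21 to -0.09 and left an adjusted p of 0.0305, so that trend may account for a part but not for the whole. With the correlation among list genes estimated, the adjusted p was 0.265, and fry gave 0.0887. Shared variation of these genes between libraries stays open as a candidate explanation, as does an untested biological difference between the lines. Over the alternatives the adjusted p ranged from 4.08e-06 to 0.265.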

How the results depend on the processing

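The block for the difference between lines and the alternatives for its list tests were chosen after seeing the data, and the cause of a change was not tested unless given.

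LNCaP gave 196 genes, with 122 where every library needed 10 counts, which tests fewer genes, 105 at equal depth, 91 with the DESeq2 Wald test, 41 with limma-trend on the deposited values, 83 with a log2 change of at least 1 and 77 at an adjusted p under 0.01. Fits that each left out 1 library gave 87 to 239, fewest without LNCaP SEL120-34A replicate 2. 22Rv1 gave 404 genes, with 260 unfiltered, 249 with DESeq2, 201 with limma-trend, 139 and 169 at the stricter thresholds, and 158 (without 22Rv1 SEL120-34A replicate 2) to 446 leaving out 1 library. The 52 genes that differed became 29 with 10 counts in every library, 29 at equal depth, 5 with limma-trend, 18 at 0.01, and 24 (without LNCaP SEL120-34A replicate 1) to 57 leaving out 1 library. The 35 shared genes became 22 at equal depth, 5 with limma-trend, 5 and 12 at the stricter thresholds, and 18 (without LNCaP SEL120-34A replicate 1) to 46 leaving out 1 library. Stricter thresholds lower such counts by construction. At equal depth 87 of the 196 and 257 of the 404 genes were still called.

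With library totals alone the rises were 52.4% of calls in LNCaP and 38.4% in 22Rv1, against 71.9% and 72.8%, and the median of all genes moved to -0.08 and -0.14.

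With the replicate number as a block, 275 genes passed in LNCaP, 479 in 22Rv1, 77 for the difference and 58 in both lines with the same sign. Deviations of same-numbered samples from their group means hardly correlated (-0.048 to 0.115), and the numbers were not taken to pair samples. Counting error lowers such correlations at this depth, so pairing was not ruled out. The block reversed FKBP5 in LNCaP (0.049), near 0.

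In LNCaP the p53, MYC, S phase and G2/M lists kept their direction and call under all 24 alternatives. The mesenchymal list lost its call with 10 counts in every library (0.35, 7 genes) and with PC3 added (median 0, adjusted p 0.0801). Androgen response changed sign with library totals (-0.043) and without a filter (-0.032), and its median was 0 with PC3 added. Oxidative phosphorylation passed without a filter (-0.094), was positive with 10 counts in every library (0.020), and ran from -0.060 to 0.0022 leaving out 1 library, positive without LNCaP DMSO replicate 2. Interferon response had a median of 0 without a filter and passed with PC3 added (0.36) and under fry (0.18). It ran from 0.051 to 0.26 leaving out 1 library, passing without LNCaP DMSO replicate 2 (0.22), LNCaP SEL120-34A replicate 1 (0.26) or 22Rv1 SEL120-34A replicate 2 (0.22). Cholesterol synthesis, from 0.066 to 0.24, passed without LNCaP DMSO replicate 2 (0.24), replicate 3 (0.18) or LNCaP SEL120-34A replicate 1 (0.22).

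In 22Rv1 the 5 lists became 0 with an estimated correlation, where p53 targets (0.38), MYC targets (-0.082), cholesterol synthesis (0.32), oxidative phosphorylation (0.18) and G2/M phase (-0.23) all lost their call. MYC targets also lost it under fry (-0.082) and ran from -0.14 to -0.064, losing it without 22Rv1 SEL120-34A replicate 2. Oxidative phosphorylation lost it with 10 counts in every library (0.11). Androgen response changed sign with library totals (-0.079) and passed under fry (0.068). It also passed after removal of the trend with GC content and length (median log2 CPM change 0.16, adjusted p 0.0286, against 0.453 before). Interferon response had a median of 0 without a filter and passed under fry (0.32). The mesenchymal list was positive with 10 counts in every library (0.35), with 22Rv1 alone (0.0094) and at equal depth (0.070). S phase, near 0, ran from -0.11 to 0.088 and was positive without 22Rv1 DMSO replicate 2, SEL120-34A replicate 2 or SEL120-34A replicate 3.

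For the list differences, cholesterol synthesis passed after removal of the trend with GC content and length (adjusted p 0.0305, against 0.0862 before). Oxidative phosphorylation lost its call with 10 counts in every library (-0.094), under fry (-0.19) and with an estimated correlation (-0.19), and S phase at equal depth (-0.18), under fry (-0.42) and with an estimated correlation (-0.42). In PC3, oxidative phosphorylation moved to 0.01 and interferon response to -0.16 with 10 counts in both libraries.

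The 2 panel genes called in 22Rv1 became 1 with DESeq2, which gave TMPRSS2 no adjusted p-value, and 1 to 3 leaving out 1 library. Library totals reversed MED13 in LNCaP (-0.009) and CCNC in 22Rv1 (-0.084). Leaving out 1 library, MED13 in LNCaP ran from -0.34 to 1.08, FKBP5 from -0.17 to 0.13 and MDM2 from -0.48 to 0.73, and CCNC in 22Rv1 from -0.12 to 0.23. Apart from the 3 reversals given, single genes lost their call 37 times among 467 comparisons with alternatives that kept all libraries, 16 of them under limma-trend, and gained a call 0 times. DESeq2 gave no adjusted p-value for 15 gene results.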

Other observations

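The tests of scaling and of depth, the regroupings under fry and an estimated correlation, and the extension of the count of changed genes to all 9 lists were chosen only after the result was seen.

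In LNCaP 1 of the 10 splits of the 6 libraries, the real one, gave as many as 196 genes, and the next largest gave 1 gene. In 22Rv1 it was also 1 of 10, with 404 genes against at most 1. With 10 splits the share cannot fall below 0.1. As many as 35 genes shared with the same sign were seen in 1 of 100 joint splits drawn, the real one, with at most 2 genes in any other. Regrouped libraries of a line gave at most 1 gene, so few genes could be shared in those splits, and this count says nothing about sharing beyond the counts within each line. For the preset panel the real split stood alone in LNCaP (1 of 10) and in 22Rv1 (1 of 10).

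The gene lists behaved otherwise. With the preset correlation, 2 of 10 splits in LNCaP and 2 of 10 in 22Rv1 gave as many as 5 lists, and the median over the other splits was 3 and 2 lists. With the correlation estimated, 1 of 10 splits in LNCaP gave as many lists as the real one and the other splits gave none (0), whereas in 22Rv1 the real split gave 0 lists, as did all 10. Under fry the real split gave 6 lists in each line, the others 0, so that 1 of 10 was as large in LNCaP and 1 of 10 in 22Rv1. A camera call with the preset correlation may therefore reflect variation between libraries in co-regulated genes.

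More genes rose than fell in both lines. With library totals alone the share of rises dropped by at least 19.6 percentage points in each line. That scaling shifts all genes of a line alike, so the drop was fixed in advance and does not test whether scaling was the source. DESeq2 size factors kept 73.6% rises in LNCaP and 74.8% in 22Rv1. The excess was smaller where every library needed 10 counts (63.1% and 57.9%) and with each line fitted alone (69.9% and 62.1%). Scaling and a true excess of rises cannot be told apart here. Lower depth of the treated libraries is argued against as the whole source. At equal depth 73.3% of called genes rose in LNCaP (95% exact binomial interval 63.8 to 81.5) and 62.5% in 22Rv1 (56.9 to 67.8), intervals that take genes as independent. No biological explanation was tested.

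The androgen response list was flat in LNCaP although KLK3 and KLK2 fell. A candidate explanation is that its genes moved in both directions. Of 73 genes, 26 had an unadjusted p under 0.05, 13 higher and 13 lower, against a median of 12 in random lists matched on expression (one-sided permutation p 1e-04, the smallest that 10000 lists can give, adjusted over 18 tests 6e-04). In 22Rv1 the number was also 26, 17 higher and 9 lower, against 18 in random lists (p 0.0257, adjusted 0.0661). Genes are not independent replicates, and the hypothesis was formed on the same data.

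KLK3 counts were seen in the PC3 libraries, an androgen-independent line. Reads assigned to the wrong library of the pool are a candidate source. Y-linked genes, which PC3 cells lack, gave 4 counts in PC3, 0.174% of those in all libraries (95% exact binomial interval 0.0475 to 0.445), all from RPS4Y1. KLK3 gave 13 counts or 0.501% (0.267 to 0.855), an overlapping interval (two-sided Fisher's exact test, p 0.0854), while KLK2 with 0.732% was higher (p 0.0159). Wrong assignment could thus supply a part of these counts, and low true expression stays open. The KLK3 counts of 22Rv1, 51 in 6 libraries against 2531 in LNCaP, lie in a range where such reads would matter.

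The mitochondrial share of counts was 15.6 ± 1.68% in LNCaP DMSO and 20.2 ± 3.45% in treated libraries, and 8.57 ± 1.14% and 11.4 ± 1.82% in 22Rv1 (SD, n = 3). Neither difference passed a two-sided exact permutation test (p 0.2 in each, the smallest possible being 0.1). A few abundant genes are argued against as the whole source, since 12 of the 13 mitochondrial mRNAs had a higher mean share in both lines. Without MT-CO3 and MT-CO1 the mean share went from 9.58% to 12.2% in LNCaP and from 4.32% to 5.31% in 22Rv1. These genes thus held a part of the rise in LNCaP and the larger part in 22Rv1. The ribosomal RNA MT-RNR2 was neither among the mRNAs counted nor removed. It was the most abundant gene of every LNCaP library, at 5.7 to 7.7% in DMSO and 6.4 to 9.6% in treated libraries. A further part of the LNCaP rise may lie in MT-RNR2. Within groups the share correlated with log2 library total with r = -0.591 (Spearman -0.524, permutation p 0.0929, 12 libraries), so depth and treatment cannot be told apart here, treated libraries being shallower in 22Rv1 and shallower on average in LNCaP. An effect of the inhibitor was not tested separately.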
